A study of Schmidtea mediterranea with 64 samples.

How the data were processed

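The data were RNA-seq profiles of polyA RNA from the planarian flatworm *Schmidtea mediterranea*. Animals were fed bacteria that express double-stranded RNA, mixed with liver paste, to knock down a gene by RNA interference (RNAi). The genes targeted were *set1* and *mll1/2*, and the control RNAi was *unc22*, a control that targets no gene of the animal. RNA came from whole worms or from X1 cells, the stem cell fraction isolated by Hoechst staining and flow cytometry. Per the labels, libraries were made with an Illumina TruSeq kit. There were 64 libraries in 16 groups of 4. The *mll1/2* experiment was sampled after 9 and 12 days of RNAi and the *set1* experiment after 6 and 9 days, each with its own *unc22*(RNAi) groups.

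The deposited values were RPKM (reads per kilobase of transcript per mega reads), which the authors gave in 4 tables, 1 for each experiment and tissue, with 1 column per library and 1 row per transcript ID. The aligner, the counting method, the transcript set and any filter are not given in the sources used here. The tables listed 24843 IDs for *mll1/2* whole worms, 21868 for *mll1/2* X1 cells, 27275 for *set1* whole worms and 18845 for *set1* X1 cells, so the rows listed differed between tables. Of the *mll1/2* X1 IDs, 117 were at 0 in all 16 libraries and 1333 had fewer than 10 reads in total, while every ID of the other tables had at least 25 reads over its 16 libraries. The files do not pair the IDs with gene names, so the targeted genes were not checked and no gene set was tested. Reads that near-identical transcripts share are uncertain, because the counting is not given.

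Groups came from the labels. In the *set1* X1 table the column names show the RNAi and the day but not which X1 sample a column is. Those libraries were used by group, with no replicate number, and are called library a to library d.

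Sequencing depth was read from the steps in the values. Each RPKM value times a whole transcript length was a whole multiple of a single step per library, and 100% of the values checked in each library were within 0.01 read of a whole number. Lengths solved apart in the 2 whole-worm tables were the same for 24668 of the 24678 IDs listed in both. The library size implied by the step, divided by the reads listed, ranged from 0.704 to 1.15 over the 64 libraries, so the authors' values include a scaling factor that differs between libraries. Read totals are in M (mega) reads. The recovered reads ranged from 9.5 to 22.51 M per library. They were used for depth, the comparison of replicates, the simulated data, an alternative test and checks of flagged values. They were not used for the main fits. The solved lengths were used to remove the trend with transcript length.

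Tests were run within each table, because the tables may have been normalised separately. Transcripts with a mean RPKM of at least 1 over the 16 libraries were tested, which left 18443 and 12525 IDs for *mll1/2* whole worms and X1 cells and 19655 and 13503 for *set1* whole worms and X1 cells. A linear model with 1 mean per group was fitted to log2(RPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on abundance). Knockdown was compared with *unc22*(RNAi) of the same day, and the difference of the effects between days was tested as an interaction. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the IDs tested, and a transcript was called at an adjusted p below 0.05. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of low transcripts. Overlaps of calls were compared with the number expected from independent calls, over all IDs tested in both comparisons and again within 10 classes of abundance. Other software was Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

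The named transcripts were chosen by a fixed rule. For each knockdown, among transcripts called in the same direction in all 4 of its comparisons, the rule took the transcript with the largest mean rise and the one with the largest mean fall. If a direction had no such transcript, those called in both tissues at the later day were to be used, which was not needed.

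The fits were tested on simulated data, and the overlaps, the replicate block and the splits were not. Reads were drawn for each real transcript on its own, from its mean, the spread of its class of abundance and the library sizes. In each of the 8 comparisons 200 transcripts were changed by known amounts. No deviation shared by the transcripts of a library was drawn. The share called in the right direction ranged from 50.5% (*mll1/2* X1 cells at day 12) to 85.5% (*set1* whole worms at day 6). For those changed at least 2-fold the lowest share was 73.1%, in the same *mll1/2* X1 comparison. There were 6 to 9 false calls per comparison. For the interactions the share called, in either direction, ranged from 40.9% (*mll1/2* X1 cells) to 78.4% (*set1* whole worms), with 4 to 16 false calls. Here 400 transcripts were changed, and those that fell under the filter were left out of the share.

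Replicates were compared before they were averaged. No pair of replicates agreed within sampling noise: the chi-square statistic of their reads divided by its degrees of freedom was 1.84 or more in all 96 within-group pairs. Replicate numbers are shared between groups in the labels, so same-numbered knockdown and *unc22*(RNAi) libraries were checked for deviating together from their group means across transcripts. For *mll1/2* whole worms at day 12 the 4 correlations were 0.17, 0.252, 0.174 and 0.407, all above the limit of 0.1, so the numbers were taken as pairs there. The labels name no shared source for a number.

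Alternatives fixed before the data were examined were pseudocounts of 0.1 and 1, no filter, a minimum mean RPKM of 5, median scaling, quantile normalisation, a fit of only the 2 groups compared, no variance trend, library weights, a replicate block, stricter thresholds, and leaving out each library in turn. Chosen after seeing the data were limma voom on the recovered reads, removal of the trend with transcript length (lowess with a span of 0.3 in each library), that removal with the replicate block, and *unc22*(RNAi) of day 9 as control for *mll1/2* X1 cells at day 12.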

Results

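To find which transcripts depend on *set1* and which on *mll1/2*, RNA was profiled from whole worms and from X1 cells, the sorted stem cell fraction, after each knockdown and after control *unc22*(RNAi). There were 4 libraries in each group. Whole-worm libraries of the *mll1/2* experiment held 16.41 to 22.51 M reads and its X1 libraries 9.5 to 14.35 M. Those of the *set1* experiment held 16.42 to 20.78 M in whole worms and 12.62 to 18.28 M in X1 cells. Between 17877 and 18789 transcripts per library reached 1 RPKM in *mll1/2* whole worms, 12116 to 12637 in *mll1/2* X1 cells, 19322 to 19793 in *set1* whole worms and 12506 to 14089 in *set1* X1 cells. Library size implied by the RPKM scale, divided by the reads listed, lay between 0.704 and 1.02 in the *mll1/2* X1 table, the widest range of the 4 tables.

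Principal components were computed in each table from log2(RPKM + 0.5). In both *set1* tables the knockdown and control libraries separated on the first component, which held 39.9% of the variance in whole worms and 40.2% in X1 cells. In *mll1/2* X1 cells the first component (37.1%) separated *unc22*(RNAi) replicates 2, 3 and 4 of day 12, at 49.5, 74.9 and 52.6, from the other 13 libraries, which lay between -26.0 and 12.9. Replicate 1 of that control group was at -19.0.

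**Figure D1:**
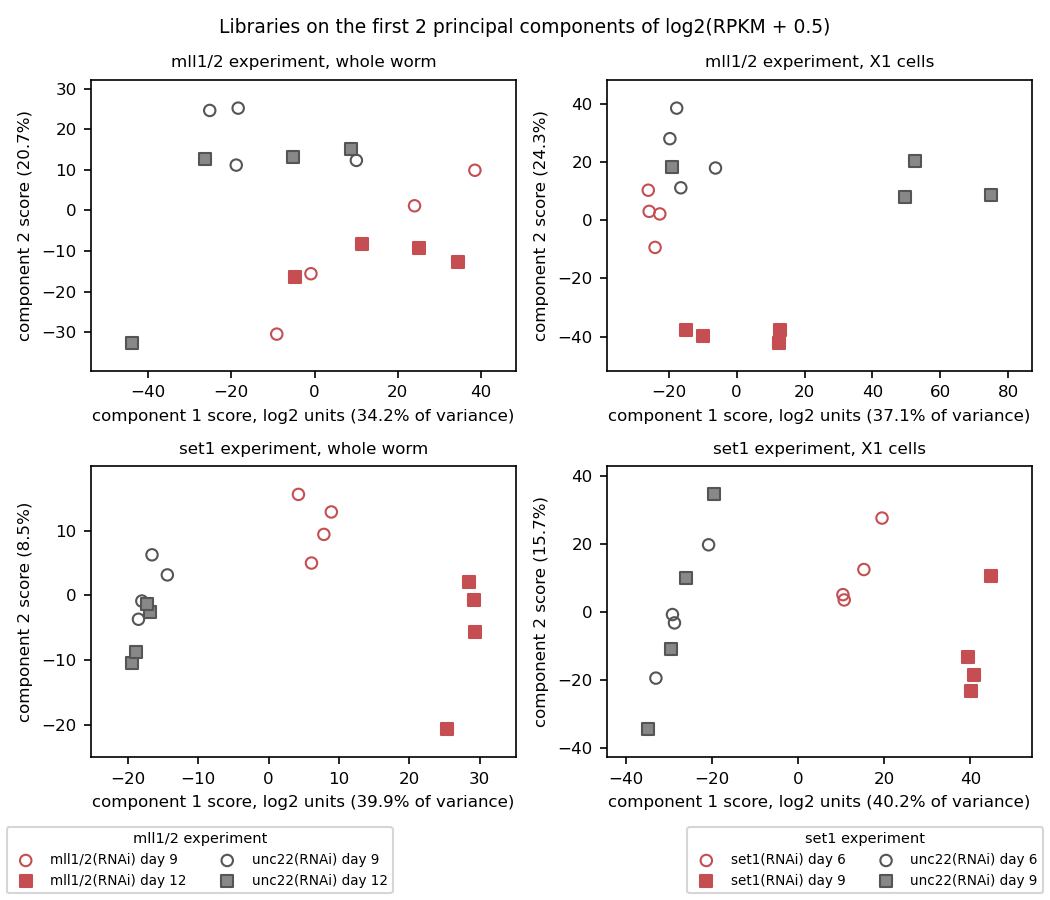
Scores of the 64 libraries on the first 2 principal components of log2(RPKM + 0.5), with a panel for each experiment and tissue; each point is a library, colour gives the RNAi and marker the day, and axes are in log2 units with the percent of variance. In the *mll1/2* X1 panel 3 of the 4 *unc22*(RNAi) libraries of day 12 lie at 49.5 or above on the first component, and the other 13 libraries lie at 12.9 or below.

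Control libraries of the 2 days were compared to measure the background between time points. Between *unc22*(RNAi) groups of the same table, limma called 22 transcripts in *mll1/2* whole worms, 6 in *set1* whole worms and 20 in *set1* X1 cells. In *mll1/2* X1 cells it called 2856 of 12525, of which 1866 were higher at day 12.

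After *mll1/2*(RNAi), 1674 of 18443 transcripts (9.08%) were called in whole worms at day 9, 740 higher and 934 lower than in *unc22*(RNAi). Requiring a 2-fold change left 227 calls, of which 214 were lower. Weighting the libraries gave 5563 calls, of which 3195 were higher and 2368 lower. The count fell to 636 without *unc22*(RNAi) replicate 1, 668 without *unc22*(RNAi) replicate 2, 1018 without *mll1/2*(RNAi) replicate 2 and 1087 without *mll1/2*(RNAi) replicate 1. At day 12 there were 1091 calls, 474 higher and 617 lower, and 83 of the 106 that changed at least 2-fold were lower. This fit took no account of the pairs found at that day, and the count with the replicate block is given below. Weighting the libraries gave 3224 higher and 2507 lower. The count of 1091 was 253, 318 and 577 without *mll1/2*(RNAi) replicates 3, 4 and 2, and 456 and 572 without *unc22*(RNAi) replicates 2 and 3.

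In X1 cells at day 9, 503 of 12525 transcripts were called after *mll1/2*(RNAi), 83 higher and 420 lower. Of the 268 that changed at least 2-fold, 249 were lower. Weighting the libraries gave 559 higher and 658 lower. Without *unc22*(RNAi) replicate 2 the count was 316. At day 12 there were 3555 calls, 1659 higher and 1896 lower, and 714 of the 1230 that changed at least 2-fold were higher. The median change of all transcripts tested was -0.13 on the log2 scale at day 12, and after median scaling, which shifted it by 0.10, the calls were 1912 higher and 1435 lower. They were 1655 higher and 1523 lower with quantile normalisation and 2405 higher and 4021 lower with the libraries weighted. The count was 6034 without *unc22*(RNAi) replicate 1 and 2329 without *unc22*(RNAi) replicate 4, and 3 of the 35 splits of the 8 libraries into 4 and 4 gave at least as many calls as the real groups. The count at day 12 was therefore not beyond what other groupings of the same libraries gave.

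After *set1*(RNAi), 3247 of 19655 transcripts were called in whole worms at day 6, 1162 higher and 2085 lower. Quantile normalisation gave 1661 higher and 1885 lower. At day 9 there were 8273 calls, or 42.1% of the transcripts tested, 3781 higher and 4492 lower, and quantile normalisation gave 4523 higher and 4036 lower. Most of these changes were small: the median size among the calls was 0.33 on the log2 scale at day 9 and 0.27 at day 6, and only 266 calls at day 9 and 59 at day 6 reached 2-fold. Of these, 217 and 57 were lower.

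In X1 cells, *set1*(RNAi) gave 2676 calls among 13503 transcripts at day 6, 896 higher and 1780 lower. With the length trend removed, an alternative chosen after seeing the data, the split was 1305 higher and 1629 lower. At day 9 there were 5421 calls, 2429 higher and 2992 lower, and the direction of the majority depended on the scaling, with 3050 higher and 2945 lower after quantile normalisation, 3022 and 2982 with the length trend removed and 2749 and 2751 after median scaling. The median size of the called changes was 0.59 at day 6 and 0.66 at day 9, and 414 and 1333 calls reached 2-fold, 156 higher and 258 lower at day 6 and 690 higher and 643 lower at day 9. No single library moved any of the *set1* counts against *unc22*(RNAi) by more than 1.5 times.

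**Figure D2:**
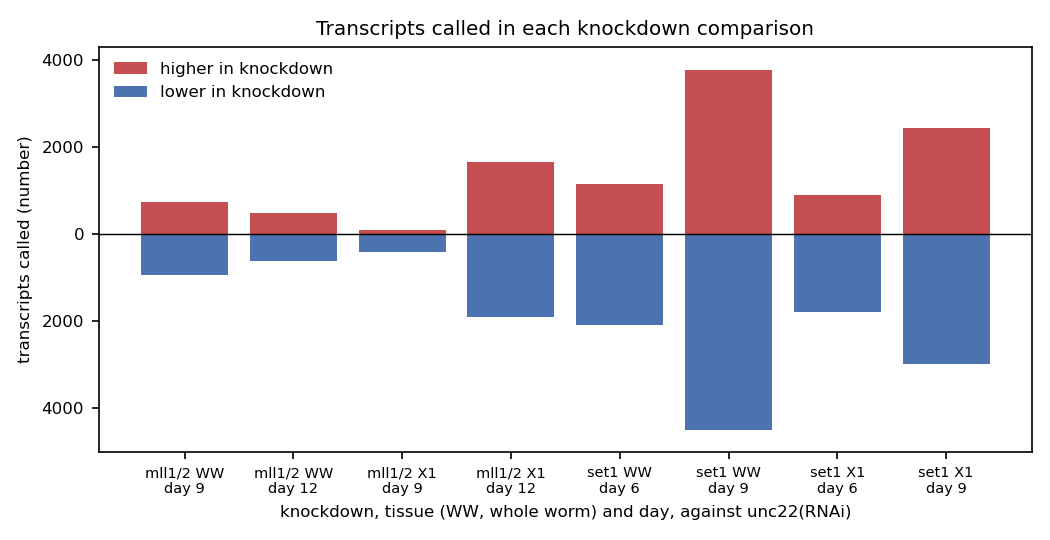
Number of transcripts called by limma at an adjusted p below 0.05 in each comparison of a knockdown with *unc22*(RNAi) of the same tissue and day (4 libraries per group); bars above 0 count transcripts higher in the knockdown and bars below 0 those lower. The *set1* counts run from 2676 to 8273 and the *mll1/2* counts from 503 to 3555.

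Whether an effect changed between days was tested as an interaction. For *mll1/2* whole worms limma called 0 transcripts, with 855 of 18443 at an unadjusted p under 0.05, and voom on the recovered reads also called 0. With the libraries weighted limma called 200, 137 higher and 63 lower. For *set1* the effect differed between days 6 and 9 at 1648 transcripts in whole worms and 783 in X1 cells. Of the 783, 312 were higher and 471 lower at day 9 relative to day 6, and quantile normalisation gave 774 higher and 764 lower. Of the 162 that reached 2-fold, 110 were higher and 52 lower. The X1 count was 448 without *set1*(RNAi) day 9 library b, 477 without library a of that group and 500 without *set1*(RNAi) day 6 library c. In whole worms 1293 of the 1648 had the same direction on both days and a larger change at day 9, as had 540 of the 783 in X1 cells.

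For *mll1/2* X1 cells the interaction called 788 transcripts, 397 higher and 391 lower at day 12 relative to day 9 (94 higher and 189 lower with the length trend removed, 569 and 389 by voom, 239 and 163 after quantile normalisation, 445 and 344 after median scaling and 1706 and 2788 with the libraries weighted), and the count depended on single libraries. Of the 788, 191 had the same direction on both days and a larger change at day 12, and 597 had opposite directions. Without replicates 1 to 4 of *mll1/2*(RNAi) day 12 it was 397, 521, 101 and 257, and without replicates 1 to 3 of *mll1/2*(RNAi) day 9 it was 300, 457 and 406. Without replicates 1 to 4 of *unc22*(RNAi) day 12 it was 3934, 374, 370 and 86, and without those of *unc22*(RNAi) day 9 it was 42, 368, 1211 and 42. Of 407 calls that reached 2-fold, 335 were higher and 72 lower. Only 4 transcripts were called at an adjusted p under 0.01. With a replicate block limma called 0, with 2694 at an unadjusted p under 0.05.

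The calls of the 2 days overlapped in direction. After *mll1/2*(RNAi), 563 transcripts were called in the same direction at both days in whole worms, against 50.3 expected from independent calls and 53.5 within classes of abundance. Without *mll1/2*(RNAi) day 12 replicates 2, 3 and 4 this overlap was 324, 159 and 203, without *unc22*(RNAi) day 12 replicates 2 and 3 it was 262 and 326, without *mll1/2*(RNAi) day 9 replicate 2 it was 369, and without *unc22*(RNAi) day 9 replicates 1 and 2 it was 331 and 309. In X1 cells 405 were shared, 381 of them lower, against 74.6 expected (634 with the libraries weighted, against 319 expected and beside 240 in opposite directions), and 90.7% of the transcripts lower at day 9 were also lower at day 12. For *set1* the shared calls were 2766 in whole worms (700 expected) and 2113 in X1 cells (556 expected). Across transcripts, which are not independent replicates, Pearson's r between the fold changes of the 2 days was 0.681 and 0.467 for *mll1/2* whole worms and X1 cells and 0.669 and 0.71 for *set1*.

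Between tissues, 869 transcripts were called in the same direction in whole worms and X1 cells after *set1*(RNAi) at day 6 (267 expected) and 2524 at day 9 (1195 expected). After *mll1/2*(RNAi) the shared calls were fewer, 67 at day 9 (15.6 expected) and 161 at day 12 (83.9 expected), beside 37 (13.9 expected) and 80 (83.2 expected) in opposite directions. The 37 were 22, 18, 10 and 10 without whole-worm *mll1/2*(RNAi) replicates 1 and 2 and *unc22*(RNAi) replicates 1 and 2, and 23 and 22 without X1 *mll1/2*(RNAi) and *unc22*(RNAi) replicate 2. The 80 were 37, 8 and 12 without whole-worm *mll1/2*(RNAi) replicates 2, 3 and 4, 135, 17 and 27 without whole-worm *unc22*(RNAi) replicates 1, 2 and 3, and 126 without X1 *unc22*(RNAi) replicate 1. With the libraries weighted, 262 were shared at day 9 (148 expected, 171 opposite) and 811 at day 12, fewer than the 885 expected, with 969 in opposite directions. The count of 67 was 34 and 39 without whole-worm *unc22*(RNAi) replicates 1 and 2 and 44 without X1 *unc22*(RNAi) replicate 2. The count of 161 was 88, 57 and 66 without whole-worm *mll1/2*(RNAi) replicates 2, 3 and 4 and 88 and 100 without whole-worm *unc22*(RNAi) replicates 2 and 3. Pearson's r across transcripts was 0.48 and 0.517 for *set1* and 0.0879 and 0.0505 for *mll1/2*. The difference between tissues was not tested, because the tissues were in separate tables.

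Day 9 was sampled in both experiments and allowed the targets of *set1* and *mll1/2* to be compared. In whole worms 940 transcripts were called in both knockdowns (740 expected), of which 235 were higher in both, 275 were lower in both and 430 changed in opposite directions. With the libraries weighted these were 926, 638 and 1343. Within classes of abundance 407 calls in the same direction and 403 in opposite directions were expected, so by that measure the excess was in the calls of the same direction. Without the classes 375 and 365 were expected, so the 430 calls in opposite directions were then in excess too. The count of all 940 was 387 and 403 without *unc22*(RNAi) replicates 1 and 2 of the *mll1/2* experiment and 590 without *mll1/2*(RNAi) replicate 2, with 171, 177 and 272 in opposite directions. In X1 cells 281 transcripts were called in both (199 expected), 24 higher in both, 207 lower in both and 50 in opposite directions, or 161, 288 and 220 with the libraries weighted. Here 88.6 were expected to be lower in both within classes of abundance, and 49.9% of the transcripts lower after *mll1/2*(RNAi) were also lower after *set1*(RNAi). The count of 281 was 179 without *unc22*(RNAi) replicate 2 of the *mll1/2* experiment. The 50 in opposite directions were 27, 24 and 30 without *unc22*(RNAi) replicates 1, 2 and 4 and 29 without *mll1/2*(RNAi) replicate 1 or replicate 3 of that experiment. Pearson's r across transcripts between the fold changes of the 2 knockdowns was 0.0284 in whole worms and 0.157 in X1 cells.

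Transcripts called in the same direction in all 4 comparisons of a knockdown numbered 5 higher and 30 lower for *mll1/2* and 117 higher and 595 lower for *set1*. The largest mean rise for *mll1/2* was that of SMED30005487, 442 bases long. In X1 cells at day 12 it was at 10.5 ± 2.99 RPKM (SD, n = 4) after *mll1/2*(RNAi) and 1.53 ± 1.13 after *unc22*(RNAi), a log2 fold change of 2.55 (SE 0.32, limma adjusted p = 2.35e-05). In whole worms at day 12 it was at 3.00 ± 0.755 and 0.482 ± 0.26 RPKM, a log2 fold change of 1.84 (SE 0.23, limma adjusted p = 0.000602). At day 9 the log2 fold changes were 2.25 in X1 cells and 1.74 in whole worms. All 4 knockdown libraries were above all 4 controls in each of these comparisons. It was not called after *set1*(RNAi) in either tissue.

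The largest mean fall for *mll1/2* was that of SMED30029473, 479 bases long. In X1 cells at day 12 it was at 1.61 ± 0.4995 RPKM after *mll1/2*(RNAi) and 24.6 ± 5.84 after *unc22*(RNAi), with a log2 fold change of -3.58 (SE 0.28, limma adjusted p = 2.28e-07), and at day 9 the log2 fold change was -3.13. The 4 knockdown libraries of day 12 held 5 to 11 reads of it. In whole worms the log2 fold changes were -1.40 at day 9 and -0.93 at day 12 (SE 0.21, limma adjusted p = 0.0199), and the latter was not called without *mll1/2*(RNAi) replicate 3 (adjusted p = 0.0748) or replicate 4 (0.0629). The transcript was also lower after *set1*(RNAi) in X1 cells, by log2 fold changes of -1.80 at day 6 and -2.07 at day 9, and in whole worms at day 9 (-0.84).

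For *set1* the largest mean rise was that of SMED30011925, 775 bases long. In X1 cells at day 9 it was at 5.05 ± 0.536 RPKM after *set1*(RNAi) and 0.437 ± 0.3196 after *unc22*(RNAi), a log2 fold change of 2.63 (SE 0.25, limma adjusted p = 3.07e-07), after 1.42 at day 6. In whole worms it was 1.62 at day 9 and 0.64 at day 6 (SE 0.20, limma adjusted p = 0.0365). The latter call was lost without any of 6 single libraries, with adjusted p of 0.117, 0.0513 and 0.0533 without *set1*(RNAi) replicates 1, 2 and 4 and 0.0789, 0.0848 and 0.0683 without *unc22*(RNAi) replicates 1, 3 and 4. The largest mean fall was that of SMED30027305, 456 bases long, which in X1 cells was at 1.62 ± 0.368 RPKM at day 9 against 25.8 ± 3.93 in *unc22*(RNAi), a log2 fold change of -3.64 (SE 0.21, limma adjusted p = 1.79e-09). It was -2.40 at day 6, and -1.29 and -1.23 in whole worms at days 6 and 9. Neither *set1* transcript was called after *mll1/2*(RNAi).

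**Figure D3:**
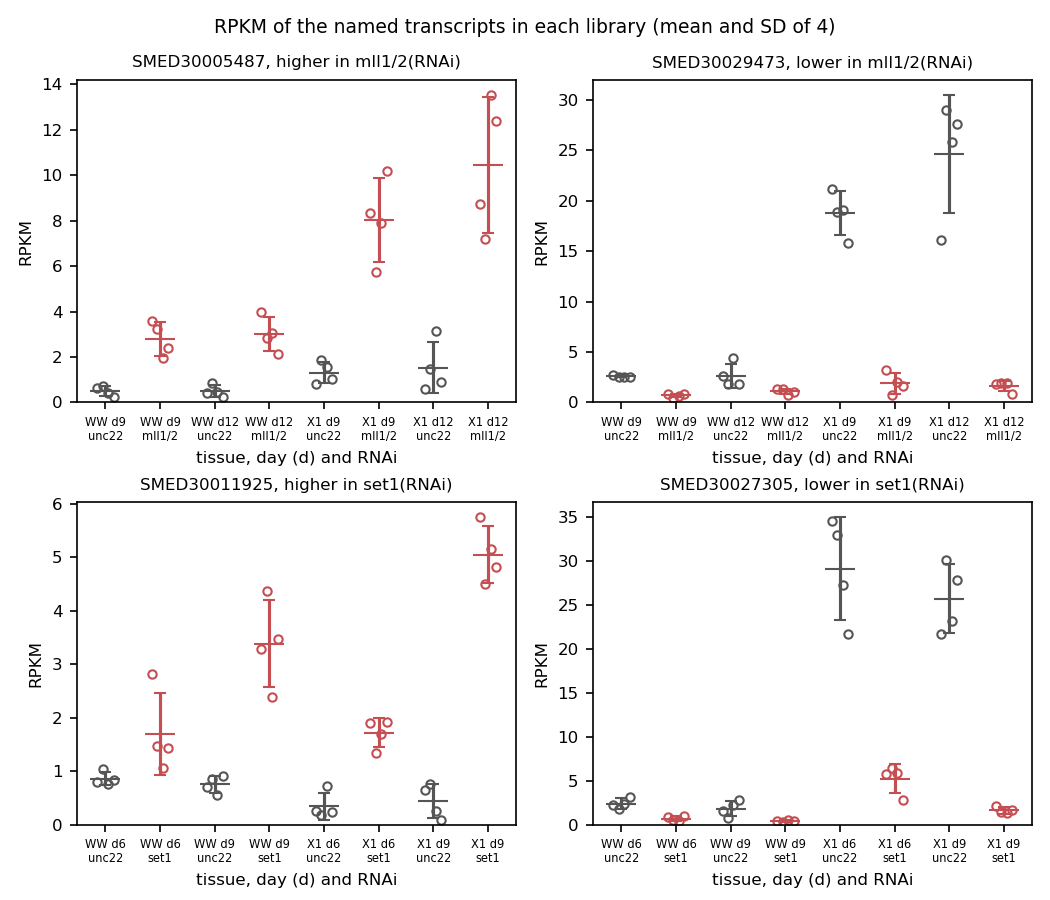
RPKM of the 4 named transcripts in each library of the experiment they were named for; open points are libraries and bars are the mean and SD of 4, with *unc22*(RNAi) in grey and the knockdown in red. In X1 cells SMED30029473 falls from 24.6 to 1.61 RPKM at day 12 after *mll1/2*(RNAi) and SMED30027305 from 25.8 to 1.62 RPKM at day 9 after *set1*(RNAi).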

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

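The tests of scaling and transcript length for the interactions and the reading of the changes in the controls, of read depth for the number of transcripts at 1 RPKM and of abundant transcripts for the scaling of a library, as well as the rule for drawing splits, were chosen after the result was seen, and the reading of the binomial tests was set after their p-values were seen.

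The effect of a knockdown differed between time points at 1648 transcripts in *set1* whole worms. The values argue against a change in the controls as the whole cause, since the *unc22*(RNAi) mean moved more between days than the *set1*(RNAi) mean in only 5.58% (5.583) of these transcripts, and 6 transcripts were called between days in *unc22*(RNAi) against 3866 in *set1*(RNAi). They also argue against scaling as the whole cause, since 1517 of the calls remained after quantile normalisation, and against transcript length, since 1564 of the calls remained once the length trend was removed. In 4 of 100 drawn splits, the real one included, as many transcripts were called, and the other 3 kept the real grouping of 1 day. Such splits mix knockdown and control libraries and so remove the knockdown effect itself, so they do not show whether chance alone gives an interaction. In simulated data this interaction had 10 false calls, against 1648 here, and leaving out each library in turn gave 1260 to 1876. By limma 4357 of 19655 transcripts had an unadjusted p under 0.05. The simulation drew each transcript on its own, so its libraries hold no deviation that many transcripts share. These values argue against the independent spread of transcripts, and against any single library, as the whole cause of the count. Whether chance differences between whole libraries gave part of it stays open. Of the 1648, 1293 changed in the same direction on both days and by more at day 9, and a larger effect after longer RNAi stays open as a hypothesis.

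In *set1* X1 cells the effect differed between time points at 783 transcripts. The control mean moved more than the knockdown mean in 8.69% (8.685) of them, 745 of the 783 remained after quantile normalisation, which called 1538 (774 higher and 764 lower), and 707 remained with the length trend removed, which argue against the controls, scaling and length as whole causes. The splits did not exclude chance here either. With mirror images drawn as separate splits, which was done first, 7 of 100 gave as many calls. The draw was repeated after that count was seen, with a split and its mirror image taken as the same, and 3 of 100 did, the real one and 2 that kept the real grouping of 1 day. The count was 448 and 477 without *set1*(RNAi) day 9 libraries b and a, and 500 without *set1*(RNAi) day 6 library c. In simulated data this interaction had 16 false calls, against 783 here, and no library left out took the count under 448. By limma 2888 of 13503 transcripts had an unadjusted p under 0.05. As in whole worms, the simulation held no deviation that many transcripts of a library share. These values argue against the independent spread of transcripts, and against any single library, as the whole cause of the count. Chance differences between whole libraries stay open. A larger effect after longer RNAi stays open.

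In *mll1/2* X1 cells the effect differed between time points at 788 transcripts. The *unc22*(RNAi) mean moved more than the *mll1/2*(RNAi) mean in 35.7% (35.66) of them, but 2856 transcripts were called between days in *unc22*(RNAi) against 2319 in *mll1/2*(RNAi), so a change in the controls and a change of the effect cannot be told apart. After median scaling 706 of the 788 remained, which argues against a single factor per library as the whole cause, and after quantile normalisation 385 remained. Removing the length trend lost 552 of the 788, for which length bias is a candidate explanation, and 236 remained. Other changes of the processing also lowered the count, to 402 with quantile normalisation, 438 with no filter, 4 at an adjusted p under 0.01 and 0 by limma with a replicate block (2694 at an unadjusted p under 0.05, and 958 called by voom without the block), so the loss was not specific to length. Weighting the libraries gave 4494. As many transcripts were called in 2 of 100 drawn splits, the real one and 1 that kept the real grouping of 1 day, so chance stays open. Of the 788, 597 had opposite directions on the 2 days and 191 a larger change in the same direction at day 12. The count was 42 without *unc22*(RNAi) day 9 replicate 1 or replicate 4, 368 and 1211 without replicates 2 and 3 of that group, and 3934, 374, 370 and 86 without *unc22*(RNAi) day 12 replicates 1 to 4. Without *mll1/2*(RNAi) day 12 replicates 1 to 4 it was 397, 521, 101 and 257, and without day 9 replicates 1 to 3 it was 300, 457 and 406. A different effect after longer RNAi stays open, as untested.

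Of the named transcripts, SMED30011925 had a day by knockdown interaction of 0.98 on the log2 scale in *set1* whole worms (limma adjusted p = 0.0383), and SMED30027305 had -1.23 in *set1* X1 cells (limma adjusted p = 0.0228). The effect was larger at day 9 than at day 6 for each. No separate technical or biological explanation was tested for them.

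In 9 of 80 sets of 4 values 1 sample lay far from the other 3, where chance gives about 1 in 20. Of these, 4 were read totals. In the *mll1/2* experiment, whole-worm *unc22*(RNAi) day 9 replicate 4 held 20.5 M reads against 22.22 to 22.51 M, and X1 *unc22*(RNAi) day 9 replicate 4 held 13.23 M against 11.19 to 11.49 M. In *set1* X1 cells, *set1*(RNAi) day 6 library a held 13.39 M against 15.21 to 15.51 M, and *unc22*(RNAi) day 6 library c held 12.62 M against 15.4 to 15.52 M. Leaving out each of these 4 libraries moved no count of calls against *unc22*(RNAi) by more than 1.5 times, but the interaction in *mll1/2* X1 cells was 42 without *unc22*(RNAi) day 9 replicate 4. No biological explanation was tested.

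In *mll1/2*(RNAi) day 12 whole worms, 18220 transcripts of replicate 1 reached 1 RPKM against 18440 to 18485 in the other replicates. That library had the fewest reads of its group, 19.81 M against 20.14 to 20.61 M. With the reads of the other replicates thinned to that depth they still had 18450 to 18476 such transcripts, which argues against lower depth as the cause. No biological explanation was tested.

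In *set1*(RNAi) day 9 whole worms, the library size implied by the RPKM scale divided by the reads listed was 0.963 (0.9627) in replicate 1 against 0.9996 to 1.0048 in the other replicates. The 10 most abundant transcripts took 7.19% (7.194) of its reads against 6.691% to 6.944%. With these transcripts left out of the reads of each library, the ratio was 1.04 (1.0373) against 1.0742 to 1.0769, so replicate 1 still lay far from the others, which argues against a few abundant transcripts as the cause. No biological explanation was tested.

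The remaining 3 were named transcripts with few reads. SMED30029473 was at 0.865 RPKM (0.8654) in replicate 4 of X1 *mll1/2*(RNAi) day 12, from 5 reads against 9 to 11 in the others. SMED30011925 was at 0.7205 RPKM in library c of X1 *unc22*(RNAi) day 6, from 7 reads against 2 to 3, and SMED30027305 at 2.84 RPKM (2.838) in library d of X1 *set1*(RNAi) day 6, from 20 reads against 34 to 45. Exact binomial tests of the reads gave p = 0.125, 0.0243 and 0.000967. These libraries were picked for their distance from the others among 80 sets of 4 values, so the p-values do not decide, and counting error and a difference between libraries cannot be told apart. No biological explanation was tested.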

How the results depend on the processing

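Pseudocounts of 0.1 and 1, median scaling and omission of the variance trend left all 22 counts of calls and overlaps within 1.5 times of the reported values, as did voom on the recovered reads, which was chosen after seeing the data. Removal of the length trend, alone or with the replicate block, and *unc22*(RNAi) of day 9 as control were also chosen after seeing the data. Where a count changed below, the cause was not tested, except that a stricter threshold or filter calls or tests fewer transcripts by construction and a fit of 2 groups rests on fewer libraries.

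With no filter, the interaction in *mll1/2* X1 cells was 438 calls. With a minimum mean of 5 RPKM, *mll1/2* X1 cells gave 202 calls at day 9 and 2251 at day 12, 169 at both days, 20 and 84 shared between tissues at days 9 and 12, and 130 shared with *set1* X1 cells. Quantile normalisation gave 402 interaction calls in *mll1/2* X1 cells and 1538 in *set1* X1 cells. Fitting only the 2 groups compared gave 305 calls in *mll1/2* whole worms at day 12, 2269 in *mll1/2* X1 cells at day 12, 198 at both days in *mll1/2* whole worms and 46 shared between tissues at day 12.

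Weighting the libraries raised all 22 counts, 13 of them by more than 1.5 times. For *mll1/2* it gave 5563 and 5731 calls in whole worms at days 9 and 12, 1217 and 6426 in X1 cells, interactions of 200 in whole worms and 4494 in X1 cells, 2911 and 634 calls at both days, and 262 shared between tissues at day 9 (148 expected, 171 in opposite directions) and 811 at day 12, which was under the 885 expected and beside 969 in opposite directions. The interaction in *set1* X1 cells was 1517, and the calls shared by the knockdowns were 2907 in whole worms and 669 in X1 cells.

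At an adjusted p under 0.01, *mll1/2* gave 562 and 174 calls in whole worms and 261 and 1893 in X1 cells, and day 6 of *set1* gave 1687 in whole worms and 1322 in X1 cells. Interactions were 4 in *mll1/2* X1 cells, 681 in *set1* whole worms and 209 in *set1* X1 cells. Calls at both days were 85 and 238 for *mll1/2* and 1511 and 1100 for *set1*. Shared between tissues were 20 and 35 for *mll1/2* and 365 and 1630 for *set1*, and shared by the knockdowns were 282 in whole worms and 117 in X1 cells.

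With a 2-fold change required as well, the calls were 227 and 106 in *mll1/2* whole worms, 268 and 1230 in *mll1/2* X1 cells, 59 and 266 in *set1* whole worms and 414 and 1333 in *set1* X1 cells. Interactions were 407 in *mll1/2* X1 cells, 53 in *set1* whole worms and 162 in *set1* X1 cells. Calls at both days were 58 and 220 for *mll1/2* and 54 and 309 for *set1*, those shared between tissues were 10 and 16 for *mll1/2* and 17 and 82 for *set1*, and those shared by the knockdowns were 20 and 53.

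With the length trend removed, interactions were 283 in *mll1/2* X1 cells and 1319 in *set1* X1 cells, and 111 calls were shared between tissues for *mll1/2* at day 9. With *unc22*(RNAi) of day 9 as control, *mll1/2* X1 cells of day 12 gave 3417 calls, of which 1674 were among the 3555 called against day 12 controls in the same direction.

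The replicate block gave 306 calls in *mll1/2* X1 cells at day 9 and an interaction of 0 there by limma (2694 at an unadjusted p under 0.05, and 958 called by voom without the block), and moved none of the other 13 counts it was fitted for by more than 1.5 times. For *mll1/2* whole worms at day 12, where the numbers pair the libraries, it gave 1398 calls. In *mll1/2* whole worms at day 9 it gave 1478 calls. In each of the 4 *mll1/2* whole-worm groups replicate 1 had the lowest and replicate 4 the highest score on the first component (-4.62 and 34.4, -9.08 and 38.55, -43.81 and 8.8, and -25.19 and 10.06), so the numbers had something in common at day 9 too. Not all same-numbered pairs outside day 12 of that table deviated together, as their correlations ranged from -0.415 to 0.365 in *mll1/2* whole worms at day 9, from -0.353 to 0.238 in *mll1/2* X1 cells and from -0.0126 to 0.119 in *set1* whole worms. The block with the length trend removed gave 1938 calls in *mll1/2* whole worms at day 12, 1647 in *mll1/2* X1 cells at day 12, an interaction of 0 in the latter by limma (1894 at an unadjusted p under 0.05, 958 by voom without the block) and 974 calls at both days in *mll1/2* whole worms. No paired analysis was possible for *set1* X1 cells because the columns carry no replicate number.

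Leaving out each library in turn gave 636 to 1988 calls in *mll1/2* whole worms at day 9, 253 to 1429 at day 12, 316 to 418 in *mll1/2* X1 cells at day 9 and 2329 to 6034 at day 12. For *set1* it gave 2416 to 2979 and 7378 to 8307 in whole worms at days 6 and 9, and 1788 to 3213 and 4755 to 5608 in X1 cells. Interactions by limma were 0 without any of the 16 libraries in *mll1/2* whole worms (855 at an unadjusted p under 0.05 with all libraries, 0 by voom), 42 to 3934 in *mll1/2* X1 cells, 1260 to 1876 in *set1* whole worms and 448 to 953 in *set1* X1 cells. Calls at both days were 159 to 730 and 283 to 495 for *mll1/2* whole worms and X1 cells and 2106 to 3042 and 1531 to 2433 for *set1*. Calls shared between tissues were 34 to 68 and 57 to 219 for *mll1/2* and 615 to 976 and 2295 to 2656 for *set1*, and those shared by the knockdowns were 387 to 1122 in whole worms and 179 to 285 in X1 cells. The libraries behind each move of more than 1.5 times are given with the results above.

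No fold change of a named transcript changed direction in 222 values under other settings and 128 values with a library left out. The call was lost in 6 and 8 of these. All were for SMED30029473 in *mll1/2* whole worms at day 12 or SMED30011925 in *set1* whole worms at day 6. The adjusted p there ranged up to 0.0876 and 0.117. The named transcripts were picked from the same data for large changes in a shared direction, and stricter thresholds leave a fold change as it is. A reversal was therefore unlikely from the start.

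Depth was lowest in *mll1/2* X1 cells, with a mean of 12.3 M reads per library against 20.4, 19.0 and 15.6 M in the tables of *mll1/2* whole worms, *set1* whole worms and *set1* X1 cells. In simulated data for *mll1/2* X1 cells at day 12, 50.5% of 200 changed transcripts were called, so a transcript with no call there is not shown to be unchanged.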

Other observations

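The tests of a label swap, of low depth, of the 10 most abundant transcripts of the whole-worm list, of the share of whole-worm RNA and of opposite calls, the rule for drawing splits, the limit to splits that part the pairs and the removal of the length trend were chosen after the result was seen.

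In the *mll1/2* X1 table, *unc22*(RNAi) day 12 replicates 2, 3 and 4 scored 49.5, 74.9 and 52.6 on the first component. Replicate 1 of the group scored -19.0, and the *unc22*(RNAi) day 9 libraries scored -6.23, -19.7, -17.7 and -16.45. The library size implied by the RPKM scale divided by the reads listed was 0.763, 0.704 and 0.76 in the 3 libraries and 0.995 in replicate 1. Low depth is argued against, since the 3 libraries held 13.14 to 14.35 M reads and the median of the table was 12.68 M. Scaling and length as whole causes are argued against too. Between the *unc22*(RNAi) groups of day 12 and day 9 there were 2856 calls, 2813 after median scaling, 2877 after quantile normalisation and 2881 with the length trend removed.

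For RNA of whole-worm composition, from cells outside the X1 gate, a list of 200 transcripts abundant in whole worms and low in X1 cells was made from the *unc22*(RNAi) libraries of the *set1* experiment. Of these, 103 had a mean of at least 1 RPKM in the *mll1/2* X1 table. The median log2 deviation of the list from the table mean was -0.01, 0.14 and 0.06 in the 3 libraries, within the range of -0.38 to 0.32 in the other 13, whose median was -0.05. The median of the 10 most abundant of the list, a measure added after that result, was -0.39 to -0.18 in the 3 libraries and -1.35 to 0.93 in the other 13. The median RPKM of the list was 242 in whole worms and at most 1.02 in the 3 libraries, which allows a share of whole-worm RNA of at most 0.423%. In *unc22*(RNAi), 446 transcripts were called at least 2-fold higher at day 12 than at day 9, and 445 of them were listed in *set1* whole worms. At a share of 0.423%, 0 of the 445 would reach 2-fold, which argues against RNA of whole-worm composition as the cause. RNA of a cell type with another composition stays open. A swap with *unc22*(RNAi) day 9 is argued against by the absence of a partner, as the nearest library of that group was at -6.23. A single wrong label needs no partner and stays open, as does a difference in sorting or library preparation, for which the labels give no batch. No biological explanation was tested, since all 4 libraries share the RNAi and the day.

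For *mll1/2* X1 cells at day 12, 3 of the 35 splits of the 8 libraries into 4 and 4 gave as many calls as the real split, so chance was not excluded. The largest other count, 4267, came from a split that put *unc22*(RNAi) replicate 1 with *mll1/2*(RNAi) replicates 1, 3 and 4. For *mll1/2* whole worms at day 12, where the numbers pair the libraries, it was 1 of the 8 splits that part all 4 pairs. The smallest share these can give is 0.125, so chance was not excluded, and the rest of the 35 splits, none of which gave as many, keep both libraries of at least 1 pair together. In each of the other 6 comparisons with *unc22*(RNAi), 1 of 35 splits, the real one, gave as many. This is the smallest share that 35 splits can give, and 8 comparisons were split. It argues against chance for *mll1/2* X1 cells at day 9 and for *set1* whole worms at both days. In *mll1/2* whole worms at day 9 the replicate numbers also had something in common. In *set1* X1 cells the columns carry no replicate number, so pairs could not be checked. If libraries are paired in either, only 8 splits part all 4 pairs. The smallest share is then again 0.125, so chance stays open in both. For the 10 overlaps between days, tissues and knockdowns, 1 of 100 drawn splits, the real one, gave as many (2 of 100 between days in *set1* X1 cells with mirror images drawn as separate splits). With mirror images taken as the same, the other draws gave overlaps of 0 to 2 transcripts. Outside *mll1/2* X1 cells at day 12, other splits of a comparison called 0 to 2 transcripts, which leaves little to overlap, so the draws say nothing on whether calls overlapped beyond chance. For the interaction in *mll1/2* whole worms limma called 0 (855 at an unadjusted p under 0.05, and 0 by voom), so all 100 draws gave as many and decide nothing.

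Same-numbered libraries of *mll1/2* whole worms at day 12 deviated together, with a mean correlation across transcripts of 0.251. After removal of the length trend it was 0.274, which argues against length as the cause. A shared preparation per number stays open, and no biological explanation was tested.

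Of 940 transcripts called in both knockdowns in whole worms at day 9, 430 changed in opposite directions, 294 of them lower after *mll1/2*(RNAi) and higher after *set1*(RNAi), and 403 were expected from independent calls within classes of abundance. With the length trend removed 521 of 1160 changed in opposite directions, with 451 expected from independent calls, against 365 expected before. Against independent calls, opposite calls were thus above expectation both before the removal (430 against 365) and after it (521 against 451). With the trend removed no expectation within classes of abundance was computed, so length bias cannot be judged from these counts and stays open. Within classes of abundance the 430 were near the 403 expected, so whether there is an excess depends on the expectation used. Other explanations stay open. The count of 940 was 387 and 403 without *unc22*(RNAi) replicates 1 and 2 of the *mll1/2* experiment and 590 without *mll1/2*(RNAi) replicate 2, with 171, 177 and 272 in opposite directions.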
